A study of Mus musculus with 22 samples.

How the data were processed

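The measurements were single-cell RNA-seq of gastruloids, which are aggregates of mouse embryonic stem cells (here the E14Tg2A line) that form cell types of the early embryo in culture. Per the labels' protocols, 300 cells were seeded per well, left to aggregate for 48 h and then given a pulse of 3 µM CHIR99021, an inhibitor of the kinase GSK3 that activates Wnt signalling. In the 10X experiment many gastruloids were pooled before capture on a 10x Chromium lane. In the 3 MULTI-seq experiments the cells of each gastruloid were first labelled with their own lipid-anchored DNA barcode, so that cells from one pooled suspension can be traced back to the gastruloid they came from. A pool was then split over several lanes. Files of 18 lanes were used: 1 lane each of day 3 and day 4 in the 10X experiment, 3 lanes of day 5 in MULTI-seq 1, 2 lanes each of pools B and C with days 4 and 4.5 in MULTI-seq 2, and in MULTI-seq 3 2 lanes of day 3, 4 lanes of a pool of days 3.5 and 4, and 3 lanes of a pool of days 4.5 and 5. The day 3 and 3.5 samples of MULTI-seq 2 were not analysed here; per the series' design text their authors set them aside for quality.

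The deposited matrices hold UMI counts, whole numbers per gene and cell barcode for 32285 genes, made with Cell Ranger 6.0.0 per the file headers. The genome build and the gene annotation behind them are not given in the sources used here, so no coordinates are printed and genes carry the identifiers of the files. The matrices held more barcodes than the authors' deposited cell table, which was taken as the final set of cells: 46.0% to 81.3% of the barcodes of a lane were in it. The steps by which the authors left out the other barcodes are not given in the sources used here. The table carries a call of hybrid (doublet) cells that was negative for each cell analysed, and no doublet caller was run. Not all doublets had been removed before deposit. MULTI-seq barcodes called 4.22% to 18.8% of the final cells doublets in the lanes of pool B of MULTI-seq 2 and of MULTI-seq 3. The lanes of MULTI-seq 1 held 0 such calls. Doublets within one gastruloid, and those in lanes without gastruloid calls, could not be seen in this way and may remain. From the same table came, per cell, the MULTI-seq barcode call, the day of its gastruloid, 1 of 25 cell type names, 1 of 71 names of a type in an embryo reference onto which the authors mapped the cells, and the stage of that reference. The cell types were clusters of gene expression, so a test of genes within a type is conditional on that naming. Mitochondrial UMIs were computed here from the counts as a percent of a cell's total, while the percent values in the authors' deposited table were not used for any result. For 9 cells of the 10X day 4 lane the matrix held no barcode, and they were dropped. UMI totals in the table equalled those of the matrices in MULTI-seq 2 and 3, whereas the matrix totals were higher by a median factor of 1.02 in the 10X lanes and of 1.03 in MULTI-seq 1.

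The unit of replication was the gastruloid. Its cells were summed over the lanes of its pool, since lanes are technical splits and not replicates. Of 77674 cells, 53730 carried the barcode of 1 of 136 gastruloids. Cells called negative, doublet or unidentifiable for the MULTI-seq barcode entered no sum. The 10X lanes and pool C of MULTI-seq 2 carried no gastruloid calls in the table, so their lanes are described by shares of cells with exact Clopper-Pearson 95% intervals and entered no test. The pool strata, pool covariate and centring by pool planned for MULTI-seq 2 had no application because only pool B had calls. Gastruloids with fewer than 30 cells were left out, which removed 1 gastruloid of day 4 in MULTI-seq 2. The minimum was applied again when a lane was left out, which could remove further gastruloids. Intervals, and the upper limits that a count of 0 cells allows (3 counts), cover counting error only.

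Comparisons were made between days that shared a pool (day 4 against day 3.5 and day 5 against day 4.5 in MULTI-seq 3, day 4.5 against day 4 in MULTI-seq 2) and between experiments at the same day. Shares of cell types were compared by two-sided permutation tests of the difference in mean percent with 100000 resamples, for types with a mean share of at least 1%, with Benjamini-Hochberg adjustment over the types of a comparison. The smallest p these permutations can give is 1e-05. The direction of a difference is given as the number of gastruloids of the later day, or of MULTI-seq 3, beyond the median of the other group. Spread in composition was the mean distance of a gastruloid to the mean of its day, as Euclidean distance between square-root shares after thinning each gastruloid to 30 cells, averaged over 100 draws; it was compared by permuting gastruloids centred on their day, with adjustment over 3 comparisons. The excess spread was the variance of shares between gastruloids, summed over types, divided by the mean binomial sampling variance, with a bootstrap interval from 1000 draws of gastruloids. Relations between shares of 2 types, each with a mean of at least 5%, were tested across the gastruloids of a day by permutation for Pearson's r and Spearman's rho. The neural share was the sum of 6 type names (Early, Caudal and Late Neurectoderm, Early and Late Spinal Cord, Neurons) and was chosen after the shares had been seen.

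Genes were compared on UMI counts summed per gastruloid with edgeR's quasi-likelihood test (edgeR 4.0.16, TMM factors, filterByExpr, robust fit) and Benjamini-Hochberg adjustment at 0.05; a gene past that threshold is termed changed. Standard errors (SE) were the absolute log2 fold change divided by the square root of the F statistic, and CPM values use the TMM library sizes. The same test was run on the cells of 1 type, in gastruloids with at least 20 cells of it, for the type that the most gastruloids of both days held. The genes named were chosen by a rule: in each comparison the 3 largest rises and the 3 largest falls among changed genes with a mean of at least 50 CPM and at least 90% of the gastruloids of the higher group above the median of the lower, leaving out mitochondrial, ribosomal protein and haemoglobin genes and symbols of the form Gm with a number or ending in Rik. Some genes picked by the rule are not reported here. A list of 31 developmental genes was tested whatever its result. The tests, their alternatives, the rule and the list were fixed before the data were examined. Counts of histone genes, AY036118, Dppa5a and other genes with near-identical copies are uncertain because reads may be shared with a copy, as are those of antisense genes such as Hoxb5os.

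The alternatives were a minimum of 10 or 100 cells per gastruloid, centred log ratios with a pseudocount of 0.5, the embryo reference's types, an edgeR test of cell numbers, each lane left out in turn, RLE size factors, the DESeq2 1.42.0 Wald test, no filter or a minimum of 10 CPM, thinning to the smallest UMI total, 2 components of composition as covariates, at least 50 cells of a type, the type ranked next, plain shares, thinning to 100 cells and median distances. The scripts were tested on simulated data. With 200 genes changed 2-fold or 4-fold, the gene test recovered between 86.0% and 98.0% of them across the 6 comparisons of whole gastruloids and between 88.0% and 96.5% across the 3 comparisons within a type. Most genes called in the data changed less than 2-fold, where recovery was not simulated. The simulated genes varied independently, without differences in composition shared between genes. With shares of 2 types changed 3-fold in each of 20 simulations, the share test recovered 17.5% of the changes in day 4 against day 3.5, 52.5% in day 5 against day 4.5, 2.5% in day 4.5 against day 4, 62.5% in MULTI-seq 3 against 1, and 22.5% and 20% in MULTI-seq 3 against 2 at days 4 and 4.5. A share test without a result therefore left room for differences of that size. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.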

Results

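Gastruloids of the E14Tg2A mouse embryonic stem cell line were sampled between day 3 and day 5 of culture, and the series asks how far single gastruloids of the same age differ in their cell types. The 18 lanes held between 64703013 and 307883815 UMIs each. The median final cell had 8287 to 38443 UMIs, with the lowest and the highest values in lane 1 of MULTI-seq 1 and lane B of the day 3.5 and 4 pool of MULTI-seq 3. Mitochondrial UMIs made up a median of 1.94% to 2.26% of a cell's total in the lanes of MULTI-seq 3 and of 4.85% to 5.48% in the others.

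Cells carried the barcode of a single gastruloid in 98.5% to 99.2% of cases in MULTI-seq 1, in 90.2% and 87.9% in pool B of MULTI-seq 2 (lanes 2 and 3), and in 85.8% to 90.3% in the day 4.5 and 5 pool of MULTI-seq 3. The share was 76.4% to 84.5% in the day 3.5 and 4 pool of MULTI-seq 3, where 9.87% to 19.0% of cells were called negative for any barcode. It was lowest in the day 3 pool, with 51.1% in lane A and 45.1% in lane B. The final cells of MULTI-seq 1 held 0 doublet calls, unlike the other lanes with calls, so its shares are not like for like with theirs. Whether its doublets were removed earlier or not called is not given in the sources used here. In MULTI-seq 3 the calls gave 24 gastruloids of day 3 and 16 each of days 3.5, 4, 4.5 and 5. MULTI-seq 2 had 12 gastruloids of day 4, of which 11 passed the minimum of 30 cells, and 12 of day 4.5. MULTI-seq 1 had 24 gastruloids of day 5. The median gastruloid held between 117.5 cells (day 4, MULTI-seq 2) and 854 cells (day 4, MULTI-seq 3). UMI sums of the gastruloids used ranged from 1293296 to 57333371. The authors' table sorts gastruloids into classes by their makeup. Of the day 5 gastruloids, 7, 9 and 8 were mesodermal, intermediate and neural in MULTI-seq 1, and 8, 4 and 4 in MULTI-seq 3. These classes were not compared, since they derive from the composition measured here.

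At day 3 in MULTI-seq 3, cells named Primitive Streak made up 57.1% ± 9.09 (SD, n = 24) of a gastruloid, Early Neurectoderm 13.6% ± 9.09 and Early Nascent Mesoderm 11.1% ± 7.32. For 8 of the 25 type names there were 0 of 5778 cells, which allows a share of up to 0.0519%. The 10X lane of day 3, in which gastruloids were not told apart, held 44.0% Primitive Streak (exact 95% interval 42.3% to 45.8%), 20.8% Early Nascent Mesoderm (19.4% to 22.3%) and 20.3% Early Posterior PSM (presomitic mesoderm, 18.9% to 21.7%) among 3058 cells. In the 10X lane of day 4, Cardiopharyngeal Mesoderm was the most frequent name with 18.9% (17.4% to 20.5%) of 2440 cells, followed by Late Posterior PSM with 15.8% (14.4% to 17.3%). Each of these lanes is a single sample, so their differences have no replicate check.

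**Figure D1:**
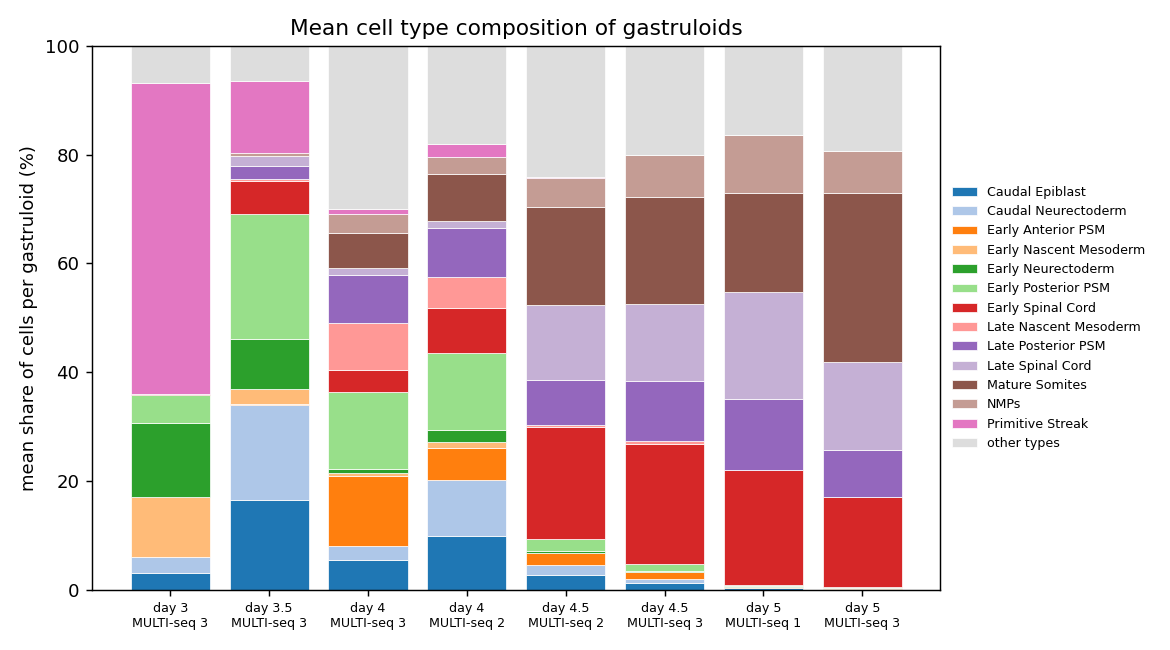
Mean share of each cell type per gastruloid (percent, stacked bars) for every day and experiment with gastruloid calls; types with a mean of at least 8% in some group are shown by name and the rest as other types. Primitive Streak, at 57.1% at day 3 in MULTI-seq 3, gives way to mesodermal and spinal cord types at later days.

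Days 3.5 and 4 of MULTI-seq 3 were barcoded in one pool and shared its lanes. Of 20 types tested, 15 differed between them at an adjusted p under 0.05, with 10 higher and 5 lower at day 4, and 16 types had an unadjusted p under 0.05. The embryo-mapped types moved this count most, to 9, while centred log ratios gave 18 and the edgeR test of cell numbers 15. The log ratios also depend on the cells per gastruloid, with a median of 288 at day 3.5 and 854 at day 4. Primitive Streak fell from 13.2% ± 5.81 to 1.03% ± 0.760 (SD, n = 16 each, permutation test, adjusted p = 2.86e-05, the smallest the resamples allow, lower in 16 of 16). Caudal Epiblast fell from 16.4% ± 8.18 to 5.46% ± 3.82 with the same adjusted p, and was also lower in 16 of 16. Caudal Neurectoderm went from 17.6% ± 12.4 to 2.62% ± 6.78 (adjusted p = 0.000617, lower in 15 of 16) and Early Neurectoderm from 9.20% ± 11.3 to 0.621% ± 1.42 (adjusted p = 0.00153, lower in 15 of 16). Early Nascent Mesoderm was the remaining type that fell (adjusted p = 0.0226, from 2.81% ± 3.62 to 0.568% ± 0.657, lower in 10 of 16).

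Among the 10 types that rose, Early Anterior PSM went from 0.177% ± 0.422 to 12.9% ± 8.39 (adjusted p = 2.86e-05, higher in 16 of 16) and Mature Endoderm from 0.674% ± 1.12 to 7.73% ± 5.50 (adjusted p = 2.86e-05, higher in 15 of 16). Late Posterior PSM rose from 2.38% ± 2.96 to 8.84% ± 5.36 (adjusted p = 0.0004, higher in 16 of 16), and Late Nascent Mesoderm from 0.441% ± 1.41 to 8.59% ± 6.93 (adjusted p = 7.5e-05, higher in 15 of 16). Cardiopharyngeal Mesoderm, Head Mesoderm, Late Anterior PSM, Somites and Mature Somites were at 0 of 4679 cells at day 3.5, which allows a share of up to 0.0641%. At day 4 Cardiopharyngeal Mesoderm had reached 6.81% ± 9.91 (adjusted p = 2.86e-05, present in 13 of 16) and Mature Somites 6.33% ± 9.54 (adjusted p = 0.0004, present in 10 of 16). Early Posterior PSM, the most frequent type at day 3.5 with 22.9% ± 21.3, was at 14.3% ± 10.7 at day 4, a difference within the spread between gastruloids (adjusted p = 0.189, lower in 9 of 16).

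Between days 4.5 and 5 of MULTI-seq 3, which shared the other 2-day pool, the permutation test found 0 of 11 types at an adjusted p under 0.05 and 1 type at an unadjusted p under 0.05. That type was Mature Somites, with 19.7% ± 15.4 at day 4.5 and 30.95% ± 11.7 at day 5 (SD, n = 16 each, permutation p = 0.0289, adjusted p = 0.317, higher in 12 of 16). Across the alternatives its adjusted p lay between 0.00022, under centred log ratios, and 0.51. Centred log ratios called 3 types, Mature Somites, Late Anterior PSM and NMPs (neuromesodermal progenitors), all with a higher log ratio at day 5. They were taken on cell numbers plus 0.5, so types with cells rise against absent types when a gastruloid holds more cells. The median gastruloid held 279 cells at day 4.5 and 697 at day 5, and this effect was not separated from a change in makeup. The edgeR test of cell numbers called 1, Late Neurectoderm, lower at day 5 (log2 fold change -2.31). Late Anterior PSM, NMPs and Late Neurectoderm are named after their values were seen. The mean share of NMPs differed by 0.0827 percentage points in the main comparison, and its sign changed without lane B or lane C of the pool (-0.417 and -0.380). With the embryo-mapped types 4 passed.

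In MULTI-seq 2, 7 of 19 types differed between day 4 (n = 11) and day 4.5 (n = 12), of which 6 were lower and 1 higher at day 4.5. Another 3 types had only an unadjusted p under 0.05. Early Posterior PSM fell from 14.3% ± 11.01 to 2.20% ± 1.85 (adjusted p = 0.00019, lower in 12 of 12) and Primitive Streak from 2.33% ± 1.80 to 0.260% ± 0.397 (adjusted p = 0.00399, lower in 12 of 12). Late Nascent Mesoderm fell from 5.73% ± 6.64 to 0.406% ± 0.648 (adjusted p = 0.0177, lower in 12 of 12). Caudal Epiblast, from 9.91% ± 7.59 to 2.68% ± 1.24 (lower in 12 of 12), had an adjusted p of 0.0176, which ranged from 0.0158 to 0.185 over the alternatives and lay above 0.05 with a minimum of 100 cells and under centred log ratios. Early Neurectoderm (0.338% ± 0.366 at day 4.5 against 2.19% ± 3.74, lower in 12 of 12) had an adjusted p of 0.00507 that rose to 0.118 without lane 2, within a range of 0.00507 to 0.118 over its alternatives. Early Anterior PSM fell from 5.87% ± 4.46 to 2.16% ± 1.60 (adjusted p = 0.033, lower in 12 of 12). Without lane 3 its adjusted p was 0.0763, in a range of 0.000687 to 0.224. The rise by the permutation test was in Late Anterior PSM, from 0.652% ± 1.01 to 2.55% ± 1.99 (adjusted p = 0.033, higher in 9 of 12). Without lane 2 this adjusted p was 0.181, in a range of 0.0288 to 0.185. Early Spinal Cord, at 8.21% ± 11.3 and 20.6% ± 15.0, did not pass the adjustment with both lanes (adjusted p = 0.0728, higher in 11 of 12) and passed it without lane 2 (0.0443, in a range of 0.038 to 0.176 over its alternatives). The edgeR test of cell numbers called 9 types here. It called neither Early nor Late Anterior PSM (adjusted p = 0.073 and 0.0573, in the ranges given), and its rises were Late Spinal Cord (log2 fold change 3.63) and Late Neurectoderm (3.02), which did not pass the permutation test (adjusted p = 0.0651 and 0.105, with ranges of 0.0115 to 0.185 and 0.0115 to 0.334) and of which Late Neurectoderm is named after its values were seen. The 2 lanes of pool C, without gastruloid calls, held 14.1% and 15.0% Early Spinal Cord and 10.4% and 10.5% Mature Somites among 2835 and 2271 cells.

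The same day was cultured in more than 1 experiment, which allows a comparison of experiments, although experiment, culture, library and lanes are not separable in it. At day 5, Mature Somites made up 18.2% ± 11.3 in MULTI-seq 1 (SD, n = 24) and 30.95% ± 11.7 in MULTI-seq 3 (n = 16), the single difference of 11 types tested that passed the adjustment (permutation p = 0.00173, adjusted p = 0.019, higher in 15 of 16). With the edgeR test of cell numbers 0 types passed and the adjusted p of Mature Somites was 0.0807, in a range of 0.00055 to 0.0807 over its alternatives, and 2 types had a permutation p under 0.05 before adjustment. At day 4 the permutation test found 0 of 19 types that differed between MULTI-seq 2 and 3 (3 unadjusted, smallest adjusted p = 0.124), and edgeR also found 0. At day 4.5 it found 0 of 16 types (4 unadjusted), and edgeR found 1, Cardiopharyngeal Mesoderm, lower in MULTI-seq 3 (log2 fold change -2.87) and named after its values were seen. The closest was Caudal Epiblast with 2.68% ± 1.24 in MULTI-seq 2 and 1.19% ± 1.20 in MULTI-seq 3 (permutation p = 0.00416, adjusted p = 0.0666, lower in 14 of 16). Caudal Epiblast did pass without lane A of the day 4.5 and 5 pool of MULTI-seq 3 (a difference of -1.77 percentage points, lower in 15 of 16) and with a minimum of 100 cells (-1.74, lower in 14 of 16).

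The neural share of single gastruloids spanned most of the possible range at several days. In MULTI-seq 3 it averaged 17.5% ± 11.7 at day 3, 37.3% ± 28.3 at day 3.5, 10.2% ± 23.9 at day 4, 41.6% ± 34.7 at day 4.5 and 33.9% ± 26.0 at day 5 (SD, n = 24 at day 3 and n = 16 at each later day). Single gastruloids lay between 2.69% and 95.7% at day 4.5 and between 5.67% and 81.0% at day 5. MULTI-seq 2 gave 23.0% ± 33.6 at day 4 and 43.5% ± 36.3 at day 4.5, and MULTI-seq 1 gave 42.4% ± 28.3 at day 5 with a range of 3.86% to 93.1%.

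**Figure D2:**
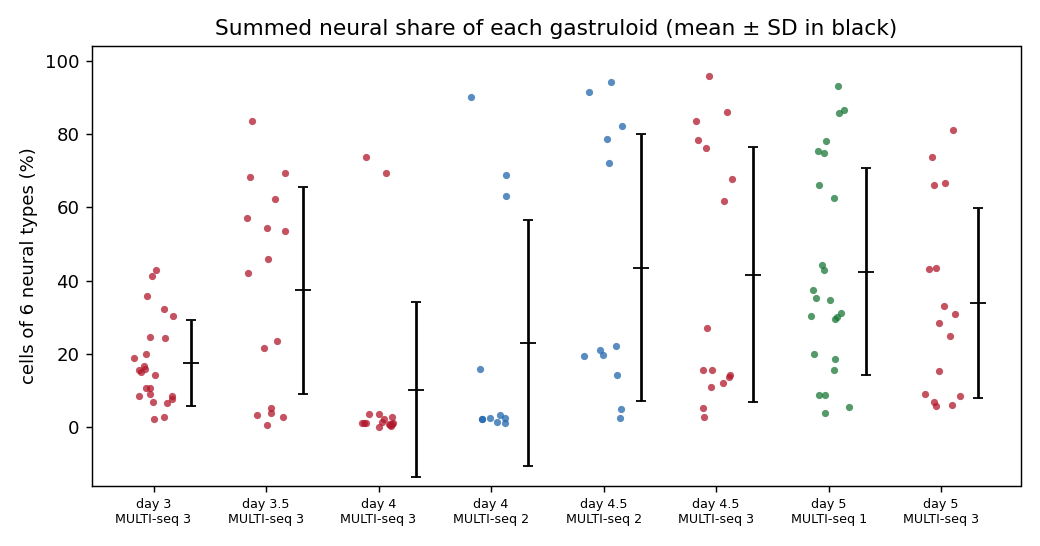
Neural share (percent of a gastruloid's cells, sum of 6 type names) by day, each dot 1 gastruloid coloured by experiment, with the group mean and SD in black. Gastruloids of day 4.5 in MULTI-seq 3 reach from 2.69% to 95.7%, and the SD bars extend below 0 because the values are skewed.

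This spread was larger than the error of sampling cells. The variance of shares between gastruloids divided by the binomial sampling variance was 9.49 (bootstrap 95% interval 5.84 to 13.0) at day 3, 27.1 (14.3 to 40.0) at day 3.5, 66.7 (40.3 to 85.0) at day 4, 33.7 (20.6 to 44.4) at day 4.5 and 55.2 (27.4 to 86.4) at day 5 of MULTI-seq 3. It was 12.6 (7.44 to 15.3) and 22.5 (13.6 to 29.1) at days 4 and 4.5 of MULTI-seq 2, and 46.3 (26.1 to 64.0) at day 5 of MULTI-seq 1. The ratio rises with the number of cells per gastruloid, so it does not rank the days. With the embryo-mapped types, the alternative that moved it most, it was 13.5 for MULTI-seq 1. Late Spinal Cord alone contributed 63.3% of the variance at day 5 in MULTI-seq 1 and 62.2% in MULTI-seq 3. Lanes split a pool of cells that already carry barcodes, so the spread between them covers capture and later steps only, and differences between gastruloids in dissociation or labelling were not separated from biological ones. The variance between lanes of one gastruloid was 0.691 to 1.40 times the sampling variance, and the variance between gastruloids exceeded that between lanes 3.63 to 20.2 times. The mean correlation of shares between lanes of one gastruloid was 0.871 to 0.983. The highest lane ratio, 1.40, and the lowest excess, 3.63, were those of day 3.

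**Figure D3:**
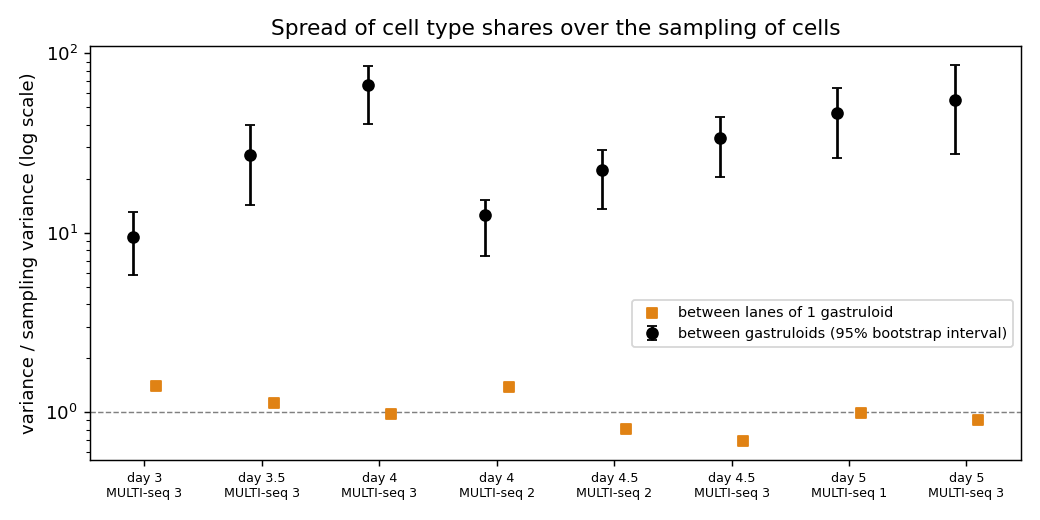
Variance of cell type shares relative to the binomial sampling variance (log axis) per day and experiment, between gastruloids as black dots with 95% bootstrap intervals and between lanes of one gastruloid as orange squares; the dashed line at 1 is sampling error alone. Lane values lie between 0.691 and 1.40 and gastruloid values between 9.49 and 66.7.

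Whether the spread itself changed between days was tested on gastruloids thinned to the same number of cells. From day 4.5 to day 5 in MULTI-seq 3 the mean distance to the day's mean composition went from 0.589 ± 0.102 to 0.494 ± 0.103 (SD, n = 16 each, difference -0.0947, permutation p = 0.0133, adjusted p = 0.0398). Without lane A the difference was -0.0877 with an adjusted p of 0.058, and over the alternatives the adjusted p ranged from 0.0188 to 0.599. From day 3.5 to day 4 the distance went from 0.546 ± 0.120 to 0.632 ± 0.156, which did not pass the threshold (permutation p = 0.0888, adjusted p = 0.133). In MULTI-seq 2 it was 0.673 ± 0.108 at day 4 and 0.643 ± 0.0834 at day 4.5 (permutation p = 0.451, adjusted p = 0.451).

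Shares of 2 types were related across gastruloids in 54 of 140 pairs computed over the 8 groups (Pearson's r, Benjamini-Hochberg over the 140), 30 negatively and 24 positively, and by Spearman's rho also in 54. Before adjustment 65 pairs had p under 0.05. In 19 of the 54 pairs the gastruloids fell into separate clusters, and for those no pooled r is given. Because shares add up to 100%, each relation was also computed with the second type's share taken among the cells that were not of the first type, which gave 51 pairs, 45 of them among the 54. At day 3 of MULTI-seq 3, Early Nascent Mesoderm and Early Neurectoderm had r = -0.83 (n = 24, permutation p = 1e-05, adjusted p = 0.00028) and rho = -0.90 (p = 1e-05, adjusted p = 0.00028). Without the 2 gastruloids farthest from the median r was -0.81, and among the remaining cells it was -0.82. At day 3.5, Caudal Neurectoderm and Early Posterior PSM had r = -0.92 (n = 16, permutation p = 1e-05, adjusted p = 0.00028), rho = -0.81 (p = 0.00033, adjusted p = 0.00317) and r = -0.91 without 2. At day 4.5, Early Spinal Cord and Mature Somites had r = -0.85 (n = 16, permutation p = 0.0001, adjusted p = 0.00117), rho = -0.84 (p = 8e-05, adjusted p = 0.00112) and r = -0.84 without 2.

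At day 5 of MULTI-seq 1, Late Posterior PSM and Late Spinal Cord had r = -0.84 (n = 24, permutation p = 1e-05, adjusted p = 0.00028), rho = -0.82 (p = 1e-05, adjusted p = 0.00028) and r = -0.84 without 2. Late Spinal Cord and Mature Somites had r = -0.71 there (n = 24, permutation p = 0.00014, adjusted p = 0.0014), rho = -0.84 (p = 1e-05, adjusted p = 0.00028) and r = -0.71 without 2, but r = -0.34 (adjusted p = 0.181, in a range of 0.000924 to 0.181 over its alternatives) among the remaining cells, so its size depended on the fixed sum of shares. A positive relation at day 5 of MULTI-seq 3 joined Late Anterior PSM and Mature Somites (r = 0.83, n = 16, permutation p = 2e-05, adjusted p = 0.000467, rho = 0.76, p = 0.00083, adjusted p = 0.0058, and r = 0.75 without 2). Both types were negatively related to Late Spinal Cord in that group, with gastruloids in separate clusters, and Late Spinal Cord held 62.2% of the variance. The check among the remaining cells takes out only the first type of a pair. It therefore cannot tell whether Late Anterior PSM and Mature Somites varied together or were diluted together by Late Spinal Cord. In 53 of the 54 pairs the sign was kept without 2 gastruloids. The exception was Late Neurectoderm with NMPs at day 4.5 of MULTI-seq 2, which rested on those 2.

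Gene expression over whole gastruloids differed in 7996 of 13262 genes between days 3.5 and 4 of MULTI-seq 3 (edgeR, adjusted p under 0.05, n = 16 each), 4124 of them higher and 3872 lower at day 4. Of these, 977 changed more than 2-fold. DESeq2 gave 8178 genes, and 7921 by both tools. With 2 components of composition as covariates, the alternative that moved the count most, 1554 genes were changed, of which 1047 were among the 7996. Tcf15 (ENSMUSG00000068079) rose from 6.69 ± 2.87 to 174 ± 106 CPM (log2 fold change 4.67, SE 0.40, adjusted p = 1.54e-10, higher in 16 of 16 gastruloids). Prrx2 (ENSMUSG00000039476) rose from 9.86 ± 12.2 to 175 ± 77.8 CPM (log2 fold change 4.07, SE 0.48, adjusted p = 3.39e-08, higher in 16 of 16) and Trh (ENSMUSG00000005892) from 40.8 ± 64.4 to 302 ± 156 CPM (log2 fold change 2.83, SE 0.57, adjusted p = 8.91e-05, higher in 15 of 16). With the composition covariates Tcf15 and Prrx2 kept their direction and no longer passed (log2 fold changes 1.03 and 0.79). Trh changed sign with them. Its CPM differed 2.39 times between lanes of MULTI-seq 1, which are not part of this comparison, and less than 1.5 times between the lanes compared. Pou5f1 (ENSMUSG00000024406) had the largest fall, from 276 ± 95.3 to 45.1 ± 29.0 CPM (log2 fold change -2.62, SE 0.24, adjusted p = 5.29e-10, lower in 16 of 16). Fst (ENSMUSG00000021765) went from 797 ± 225 to 195 ± 71.1 CPM (log2 fold change -2.03, SE 0.17, adjusted p = 1.32e-10, lower in 16 of 16). Nkx1-2 (ENSMUSG00000048528) fell to 30.9 ± 44.9 CPM from 140 ± 61.4 (adjusted p = 0.000123, lower in 15 of 16), and its sign changed with the composition covariates. Of the 31 listed genes 28 were tested and 20 were changed, also when adjusted over the list alone. Sox17, Pax6, Foxa2, Tcf15, Kdr, Mesp1, Hand2, Irx3, Meox1 and Gata6 were higher at day 4, and Mixl1, Cdx2, Nanog, Nkx1-2, Tubb3, Hoxb9, Msgn1, Fst, T and Pou5f1 were lower. With the composition covariates Nanog, Mesp1, Meox1, Msgn1 and T kept their direction and did not pass, and Sox17, Foxa2, Kdr, Cdx2, Hand2, Tubb3, Hoxb9 and Gata6 changed sign. Kdr (log2 fold change 1.49) did not pass without lane D of the pool (1.35), with a minimum of 100 cells (1.38) or with no filter on low counts (1.51), nor did Hoxb9 with no filter (-1.06).

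Within the cells named Caudal Epiblast, the type chosen by the fixed rule (13 gastruloids of each day), 1642 of 8851 genes differed between days 3.5 and 4, 831 higher and 811 lower, and DESeq2 gave 1579. Of the 1642 genes, 1316 were also changed over whole gastruloids, 1236 of them in the same direction. Fst fell from 1109 ± 139 to 611 ± 93.1 CPM within this type (log2 fold change -0.86, SE 0.08, edgeR adjusted p = 1.84e-07, lower in 13 of 13) and Pou5f1 from 296 ± 72.2 to 135 ± 28.9 CPM (adjusted p = 2.44e-06, lower in 13 of 13). Irx3 (ENSMUSG00000031734) rose from 7.56 ± 3.49 to 22.3 ± 9.87 CPM (log2 fold change 1.48, SE 0.24, higher in 12 of 13). Nkx1-2 and Tubb3, whose signs changed with the composition covariates, also fell here (log2 fold changes -0.42 and -1.50, each lower in 12 of 13). Hoxb9, whose sign changed too, was not changed here (0.18). With at least 50 cells of the type, which left 7 and 3 gastruloids, 53 genes were changed. Fst was among them, while Pou5f1, Irx3, Nkx1-2 and Tubb3 were not. T (ENSMUSG00000062327) was at 465 ± 109 and 440 ± 89.0 CPM (adjusted p = 0.753, lower in 7 of 13), so that the fall of T over whole gastruloids, from 255 ± 105 to 93.1 ± 51.5 CPM, had no counterpart in this type. Cdx2 (ENSMUSG00000029646) likewise was at 384 ± 21.9 and 382 ± 25.9 CPM within the type (adjusted p = 0.955, lower in 7 of 13).

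Between days 4.5 and 5 of MULTI-seq 3, 1630 of 12298 genes were changed (771 higher and 859 lower, 60 more than 2-fold, n = 16 each). DESeq2 gave 1910, with 1599 by both tools. Hoxc10 (ENSMUSG00000022484), from the fixed list, rose from 3.88 ± 2.47 to 26.7 ± 18.2 CPM (log2 fold change 2.75, SE 0.33, edgeR adjusted p = 2.02e-06, higher in 16 of 16). Igfbp5 (ENSMUSG00000026185) rose from 109 ± 69.8 to 238 ± 76.5 CPM (log2 fold change 1.13, SE 0.22, adjusted p = 0.000816, higher in 16 of 16) and Mest (ENSMUSG00000051855) from 156 ± 45.4 to 264 ± 55.4 CPM (log2 fold change 0.75, SE 0.12, higher in 16 of 16). Nr2f2 (ENSMUSG00000030551) completed the rises with a log2 fold change of 0.69. Stmn2 (ENSMUSG00000027500) fell from 76.2 ± 35.7 to 29.1 ± 10.2 CPM (log2 fold change -1.39, SE 0.19, adjusted p = 1.97e-05, lower in 16 of 16). Nr6a1 (ENSMUSG00000063972) and Prtg (ENSMUSG00000036030) had log2 fold changes of -0.46 and -0.39. Of 24 listed genes tested, 2 were changed, Hoxc10 and Hoxa5 (ENSMUSG00000038253, log2 fold change 0.62), and the same number when adjusted over the list alone. Within Early Spinal Cord (14 and 15 gastruloids), 1134 of 9150 genes differed, 507 of them also over whole gastruloids and 504 in the same direction. Hoxc10 rose there from 11.8 ± 6.84 to 99.0 ± 52.8 CPM (log2 fold change 3.07, SE 0.35, adjusted p = 7.52e-07, higher in 15 of 15), and Tubb3 (ENSMUSG00000062380) fell from 20.4 ± 14.4 to 8.89 ± 2.99 CPM (log2 fold change -1.21, SE 0.26, adjusted p = 0.00179, lower in 15 of 15).

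In MULTI-seq 2, 795 of 11064 genes differed between days 4 and 4.5 (328 higher and 467 lower, 108 more than 2-fold, n = 11 and n = 12), 966 by DESeq2 and 772 by both tools. Without lane 2 the count was 500 and without lane 3 it was 322, and with composition covariates it was 93. Leaving out a lane could also take gastruloids below the minimum of 30 cells. Hoxb5os (ENSMUSG00000085645), an antisense transcript, rose from 30.5 ± 13.4 to 134 ± 73.0 CPM (log2 fold change 2.17, SE 0.35, edgeR adjusted p = 0.000734, higher in 12 of 12). Hes5 (ENSMUSG00000048001) and Igfbp5 had log2 fold changes of 1.92 and 1.88, each higher in 12 of 12. Sp5 (ENSMUSG00000075304) fell from 114 ± 40.7 to 51.1 ± 16.3 CPM (log2 fold change -1.13, SE 0.20, adjusted p = 0.00154, lower in 12 of 12). Epcam (ENSMUSG00000045394) had a log2 fold change of -1.35 and Fst of -0.98. Without lane 3, Igfbp5 (log2 fold change 1.61), Epcam (-1.32), Fst (-0.80) and Foxa2 (-1.80) kept their direction and no longer passed, and Fst did not pass without lane 2 either (-1.05). With a minimum of 100 cells Igfbp5, Fst, Pax6 and T did not pass, with no filter Epcam and Fst did not, and after thinning Epcam, Fst and Foxa2 did not. Of 24 listed genes 7 were changed, and 15 when adjusted over the list alone. The 7 were Pax6 and Hoxa9, which rose, and Mixl1, Foxa2, Fst, T and Pou5f1, which fell. With the composition covariates Hoxb5os alone passed of the genes named for this comparison: Sp5 (log2 fold change -0.11), Hes5 (1.18) and the others did not, and Mixl1 and T changed sign. Within Mature Somites (4 and 7 gastruloids) edgeR found 95 of 9126 genes and DESeq2 70.

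Between experiments at day 5, 7456 of 11718 genes differed between MULTI-seq 1 (n = 24) and MULTI-seq 3 (n = 16), 3510 higher and 3946 lower in MULTI-seq 3, with 7530 by DESeq2 and 7334 by both. Only 323 of the 7456 differed more than 2-fold. Hist1h2ap (ENSMUSG00000094777) was at 101 ± 9.38 CPM in MULTI-seq 1 and 1008 ± 66.9 CPM in MULTI-seq 3 (log2 fold change 3.32, SE 0.04, edgeR adjusted p = 4.77e-47, higher in 16 of 16). Hist1h2ae (ENSMUSG00000069272) had a log2 fold change of 2.68. The CPM of these 2 genes also differed between lanes of pool C of MULTI-seq 2, by 3.84 times for Hist1h2ap and 1.57 times for Hist1h2ae. That pool is not part of this comparison. In the compared lanes Hist1h2ap was at 77.6 to 154 CPM in MULTI-seq 1 and 834 to 1017 CPM in MULTI-seq 3. Hist1h2ae was at 87.6 to 105 CPM and 485 to 525 CPM there. Nnat (ENSMUSG00000067786) and Slc16a3 (ENSMUSG00000025161) had the largest falls among the genes the naming rule admits, with log2 fold changes of -1.11 and -1.01. Of the mitochondrial genes, which that rule leaves out, 7 of 12 with at least 50 CPM were more than 2-fold lower in MULTI-seq 3, with a median log2 fold change of -1.17 over the 12. Of 25 listed genes 7 were changed, and as many when adjusted over the list alone: Tcf15, Hoxa5, Dppa5a and Fst were higher in MULTI-seq 3, and Cdx2, Nkx1-2 and Hoxb1 were lower. Dppa5a did not pass without lane 2 of MULTI-seq 1 (log2 fold change 1.47, against 1.95 with it), and Nkx1-2 did not with the composition covariates (-0.08, against -0.61 without them).

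**Figure D4:**
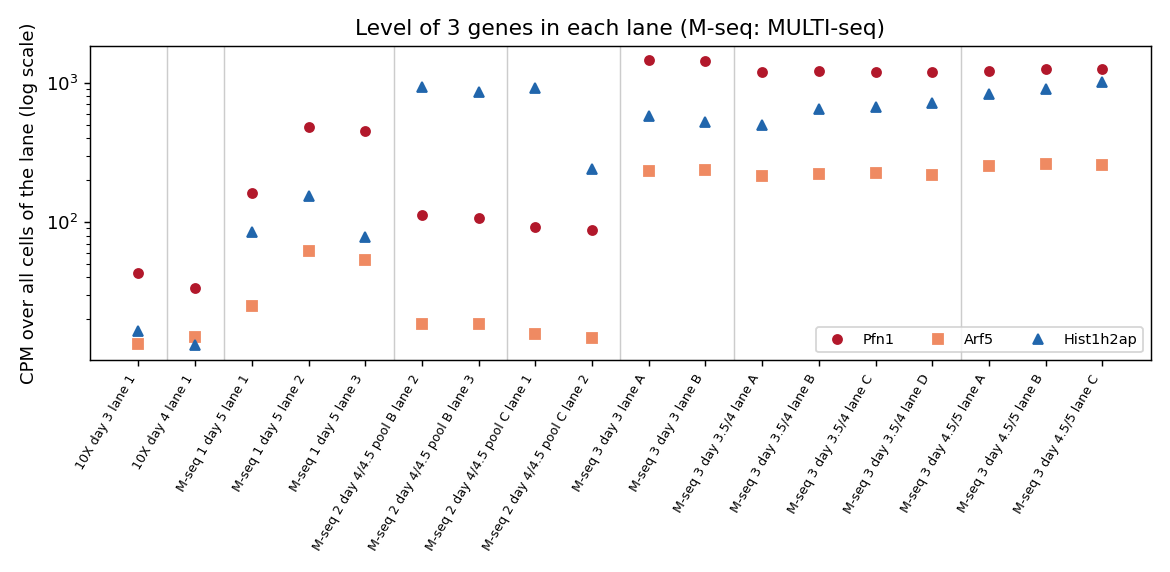
CPM of Pfn1, Arf5 and Hist1h2ap over all final cells of each of the 18 lanes (log axis, 1 point per lane, grouped by experiment). Hist1h2ap is at 916 and 239 CPM in the lanes of pool C, and Pfn1 ranges from 162 to 479 CPM in the lanes of MULTI-seq 1.

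At day 4, 6319 of 13713 genes differed between MULTI-seq 2 (n = 11) and MULTI-seq 3 (n = 16), 3150 higher and 3169 lower in MULTI-seq 3, and DESeq2 gave 6410. Pfn1 (ENSMUSG00000018293) was at 120 ± 11.2 CPM in MULTI-seq 2 and at 1110 ± 52.9 CPM in MULTI-seq 3 (log2 fold change 3.21, SE 0.04, edgeR adjusted p = 8.15e-31, higher in 16 of 16). Arf5 (ENSMUSG00000020440) and Hist1h1e (ENSMUSG00000051627) had log2 fold changes of 3.45 and 2.20. Slc24a5 (ENSMUSG00000035183) was lower in MULTI-seq 3, at 47.2 ± 2.78 CPM against 122.5 ± 5.36 (log2 fold change -1.38, SE 0.03, adjusted p = 1.83e-24, lower in 16 of 16), and so was Oat (ENSMUSG00000030934), with a log2 fold change of -0.96. Hand2 was the 1 listed gene of 28 that changed over all genes tested, and 0 changed when adjusted over the list alone. Without lane 2 or lane 3 of MULTI-seq 2, or with a minimum of 100 cells, it did not pass (log2 fold changes 2.79, 2.31 and 2.38). At day 4.5, 4953 of 11695 genes differed (2464 higher and 2489 lower, n = 12 and n = 16, DESeq2 4952). Arf5, Pfn1 and Otub1 (ENSMUSG00000024767) were again far higher in MULTI-seq 3, with log2 fold changes of 3.85, 3.51 and 2.53. Hspa8 (ENSMUSG00000015656) and AY036118 (ENSMUSG00000105361) were lower, with log2 fold changes of -0.90 and -0.86. Of 25 listed genes 4 were changed, likewise adjusted over the list alone: Hoxa5, Hoxa9 and Hoxc10 were higher and Pou5f1 was lower in MULTI-seq 3.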

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

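The test of shallow cells in the day 3.5 and 4 pool, the test of library preparation and the count of genes that differ between the lanes of pool C were chosen after the results were seen.

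Cells without a barcode call differed in makeup from the assigned cells in every pool with calls, in all 13 lanes with at least 30 such cells. They enter no comparison. The sum of the positive differences between the shares, in percentage points, was 49.1 and 64.1 in lanes 1 and 2 of MULTI-seq 1 (95% limits of shuffled calls 25.6 and 31.7) and 47.1 and 41.9 in lanes 2 and 3 of pool B of MULTI-seq 2 (27.4 and 21.6). It was 29.6, 28.2 and 31.2 in lanes A, B and C of the day 4.5 and 5 pool of MULTI-seq 3 (21.6, 14.1 and 14.6). MULTI-seq 1 held a single day, so a mixture of days does not apply there. Mature Somites was the type most lacking from the negative cells in each of these 7 lanes, for example 2.00% against 16.2% in lane 1 of MULTI-seq 1. The mixture of both days' shares with the smallest such distance left 27.0 to 29.1 points in the day 4.5 and 5 pool and 37.0 and 38.2 in pool B, beyond the limits of shuffled calls, so a mixture of days leaves most of the difference there. The median negative cell had 0.814 to 1.02 times the UMIs of the median assigned cell in these 7 lanes. No other explanation, technical or biological, was tested for these 3 pools.

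In the day 3.5 and 4 pool of MULTI-seq 3 the sum of these differences was 43.6 percentage points in lane A, 48.8 in lane B, 40.1 in lane C and 44.0 in lane D, where shuffled calls gave 95% limits of 7.21 to 9.91. Caudal Epiblast made up 19.7% to 21.4% of the negative cells and 7.07% to 8.61% of the assigned ones. Shallow cells as the whole cause are argued against by the UMI totals: the median negative cell had at least 0.918 times the UMIs of the median assigned cell. A candidate explanation is that cells of day 3.5 took up or kept the barcode less often than cells of day 4. The mixture of both days' shares nearest to the negative cells by least squares held 83.4% to 96.9% of day 3.5, against 23.1% to 26.8% among assigned cells. This mixture was not a close match, at a distance of 15.1 to 20.2 points, also beyond the limits of shuffled calls, compared with 54.4 to 63.4 points to day 4 alone. Since negative cells also differed in MULTI-seq 1 with its single day, a lower uptake in particular types remains open here, and no biological explanation was tested. Cell numbers of the 2 days in this pool may therefore not reflect the cells present, and mean shares at day 3.5 may miss part of its cells.

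In the day 3 pool of MULTI-seq 3 the negative cells, 44.7% and 36.2% of lanes A and B, were as deep as the assigned ones. Their median UMI total was 0.990 and 1.02 times that of assigned cells, which argues against shallow cells as the cause. Their shares differed from those of assigned cells by 4.25 and 5.01 points, just above the 95% limits of shuffled calls (3.97 and 4.01) and above the 2.71 points between lanes. A loss of particular types may thus account for a small part of the missing calls, with Primitive Streak at 59.6% of negative and 56.5% of assigned cells in lane A. What made most of these cells lack a barcode was not tested. No biological explanation was tested.

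In pool C of MULTI-seq 2, which entered no comparison, the 2 lanes held the same cell suspension. Of the 73 genes that differed more than 2-fold between experiments at day 5, 6 differed at least 1.5 times between these lanes. Of 2813 other genes 0 did, with a minimum of 10 CPM in a lane. The shares of types in these lanes were alike. Hist1h2ap had 916 CPM in lane 1 and 239 CPM in lane 2, a ratio of 3.84. The labels give no group that separates these lanes, and no biological explanation was tested. Ftl1 (2.32 times) and Wdr89 (2.15 times) also differed. A step of library preparation, sequencing or counting that differed by lane is a candidate cause. Over all pools, 16.4% of the 73 genes differed at least 1.5 times between lanes of one pool. Which step it was could not be told from counts.

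The table's embryo stage of each cell, from the authors' mapping onto a reference and used in no comparison, ordered the groups by day. The mean over gastruloids was 7.11 ± 0.0440 (SD, embryonic days) at day 3, 7.82 ± 0.145 at day 3.5, 8.18 ± 0.169 at day 4, 8.54 ± 0.107 at day 4.5 and 8.66 ± 0.0461 at day 5 in MULTI-seq 3. It was 7.9995 ± 0.117 at day 4 and 8.51 ± 0.0674 at day 4.5 in MULTI-seq 2, where the day 4 value includes the gastruloid left out elsewhere, and 8.58 ± 0.0833 at day 5 in MULTI-seq 1. Cells mapped to a mixed stage were left out. No test was run on these values, and no biological explanation was tested. The mapping rests on the same expression values as the cell types, so it is not an independent measure.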

How the results depend on the processing

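All the alternatives below were fixed in advance, and none was added. Of 240 alternative values for 33 shares of single types, 215 kept their direction and side of the threshold, 10 kept the direction only, 13 passed where the reported value had not and 2 reversed. The reversals were those of NMPs for day 5 against 4.5, whose difference of 0.0827 points became -0.417 without lane B and -0.380 without lane C, and was 0.995 without lane A. Among 827 values for 86 single genes, 769 kept both, 46 kept the direction only and 12 reversed. For 54 relations, 820 of 847 values kept both and 27 kept the direction only. Each of 14 lanes was left out for every pair, and most of these lanes held none of the pair's gastruloids. There r could not change and only the adjustment could, so this count overstates how stable the relations are. By these counts, which include values that could not change, the least stable were 35 summary results, such as counts of types or genes and measures of spread. Of their 216 values 150 were kept, 59 moved, 4 kept the direction only and 3 reversed, where a count was kept within a factor of 1.5. Unless a cause is named, the cause was not tested.

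With the embryo reference's types, the number of types that differed was 9 in place of 15 for day 4 against day 3.5, 4 in place of 0 for day 5 against 4.5, 10 in place of 1 for MULTI-seq 3 against 1, and 2 and 1 in place of 0 for MULTI-seq 3 against 2 at days 4 and 4.5. These are other types, so the counts are not of the same items. Centred log ratios gave 3 types for day 5 against 4.5 and 2 for MULTI-seq 3 against 1. These log ratios also depend on the number of cells per gastruloid, which differed between the groups compared. The edgeR test of cell numbers gave 1, 0 and 1 for day 5 against 4.5, MULTI-seq 3 against 1, and MULTI-seq 3 against 2 at day 4.5. A minimum of 100 cells gave 1 in the last of these. Lanes left out in turn gave 15 types for day 4 against day 3.5, 0 for day 5 against 4.5, 5 to 7 for MULTI-seq 2, 1 for MULTI-seq 3 against 1, 0 at day 4 between experiments and 0 to 1 at day 4.5, where lane A of the day 4.5 and 5 pool gave the 1.

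The difference in spread from day 3.5 to day 4 (0.0865) reversed to -0.0197 with plain shares (adjusted p 0.716, range 0.0813 to 0.716) and was 0.0851 to 0.0975 with a lane left out. That of MULTI-seq 2 (-0.0305) reversed to 0.00114 with plain shares and to 0.0786 when thinned to 100 cells, and was -0.0122 to -0.00174 with a lane left out. None of these passed the threshold. The fall from day 4.5 to day 5 kept its sign and lost the threshold with plain shares (-0.0405), thinned to 100 cells (-0.0954) and with median distances (-0.0747). With a lane left out it was -0.105 to -0.0877, and it lost the threshold without lane A (adjusted p 0.058, range over the alternatives 0.0188 to 0.599). With 100 cells its size was kept and only the adjusted p moved past the threshold.

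The excess spread fell when a lane was left out because fewer cells raise the sampling variance: to 5.50 to 5.83 at day 3, 19.8 to 21.95 at day 3.5, 48.5 to 51.8 at day 4, 22.2 to 23.6 at day 4.5 and 36.3 to 37.4 at day 5 in MULTI-seq 3, 7.04 to 7.36 and 11.4 to 11.8 at days 4 and 4.5 in MULTI-seq 2, and 29.9 to 32.1 in MULTI-seq 1. The embryo types gave 11.9 in MULTI-seq 2 at day 4.5, 16.0 and 20.4 in MULTI-seq 3 at days 4.5 and 5, and 13.5 in MULTI-seq 1. A minimum of 100 cells gave 36.0 at day 3.5. With at least 100 cells per lane, the lane variance relative to sampling was 1.29 at day 3.5, 0.841 at day 4.5 and 1.01 at day 5 in MULTI-seq 3, 0.717 at day 4 in MULTI-seq 2 and 1.22 in MULTI-seq 1, on fewer gastruloids.

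Thinning to the smallest UMI total lowered each count of changed genes, as fewer UMIs do by construction: to 4915 for day 4 against 3.5, 739 for day 5 against 4.5, 349 for MULTI-seq 2, 4437 for MULTI-seq 3 against 1, and 4155 and 3233 for MULTI-seq 3 against 2 at days 4 and 4.5. A minimum of 10 CPM gave 5176 for day 4 against 3.5, with fewer genes tested. Composition covariates gave 1554 for day 4 against 3.5, 2834 for day 5 against 4.5 (1490 shared with the reported 1630) and 93 for MULTI-seq 2 (29 shared with the reported 795). In the first and the last the days differ in composition, so the covariates also take up part of the difference between days. Between experiments, where 0 or 1 type differed by the permutation test of the reported shares, the covariates gave 7681, 7258 and 6135. Lanes left out gave 7410 to 7589, 1128 to 1288, 6857 to 7306, 5013 to 6245 and 4385 to 4691 in the comparisons other than that of MULTI-seq 2, which gave 500 without lane 2 and 322 without lane 3. Depth was not tested as the cause of these lower counts in MULTI-seq 2. Lane 2, kept in the count of 322, held 68816804 UMIs in final cells. Lane 3, kept in the count of 500, held 66657892, so the order of the counts does not follow lane depth. The share of changed genes that were higher moved from 47.3% to 62.6% with no filter for day 5 against 4.5, from 49.8% to 60.8% with no filter for MULTI-seq 3 against 2 at day 4 (where the median log2 of all genes moved from 0.02 to 0.19), and from 41.3% to 55.9% with composition covariates for MULTI-seq 2.

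The 12 reversals of single genes all came from the composition covariates. For day 4 against 3.5 the log2 fold changes became -0.20 for Trh, 0.49 for Nkx1-2, -1.03 for Sox17, -0.24 for Foxa2, -1.10 for Kdr, 0.60 for Cdx2, -1.85 for Hand2, 0.32 for Tubb3, 1.29 for Hoxb9 and -1.09 for Gata6. For MULTI-seq 2 they became 0.26 for Mixl1 and 0.29 for T. Only Hoxb9 (adjusted p 0.0410, range over the alternatives 0.0178 to 0.055) and Gata6 (0.0480, range 0.000134 to 0.048) passed the threshold with the opposite sign. Within Caudal Epiblast, at least 50 cells left 7 and 3 gastruloids and 53 changed genes in place of 1642, which follows from the smaller number. The type ranked next gave 3712 genes (Early Posterior PSM) in that comparison and 57 (Late Posterior PSM) in MULTI-seq 2.

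The alternatives without a pool covariate and with each pool alone were not run for MULTI-seq 2, because pool C had no calls, and at least 50 cells of a type gave no value there. No paired analysis was possible because the replicate is the gastruloid, and the lane numbers and letters in the labels do not pair gastruloids across groups.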

Other observations

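The counts of other splits, the tests of composition, depth and library preparation, and the test of a different change between experiments were chosen after the results were seen.

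Other splits of the same gastruloids, 60 per comparison with the real split included, were fitted in the same way. As many changed genes as in the real split came from 1 of 60 splits, the real one, for day 4 against day 3.5, for day 5 against day 4.5, for all 3 comparisons between experiments and for all 3 comparisons within a type, so a random grouping can be excluded there at that number of splits. Other splits still gave up to 2811 genes for MULTI-seq 3 against 1 at day 5, 2677 for MULTI-seq 3 against 2 at day 4.5 and 273 within Early Spinal Cord, with a median of 0. For day 4.5 against day 4 in MULTI-seq 2 it was 2 of 60: another split of the 23 gastruloids gave 1389 genes, more than the 795 of the real one. A split that mixes both days can thus give as many genes as the days themselves, although the share of such splits stays under 0.05. No split within a single day was run.

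Many of the genes that differ between experiments at day 5 are not developmental genes. Of 2886 genes with at least 50 CPM, 73 differed more than 2-fold, 63 of them higher in MULTI-seq 3, and they included 4 of 4 histone genes and 20 of 85 ribosomal protein genes (23.5%) against 42 of 2785 others (1.51%). Of 12 mitochondrial genes 7 were in the set, and these 7 made up most of the 10 lower genes. Composition as the whole cause is argued against, since 7681 genes differed with 2 composition covariates. Depth as the whole cause is argued against as well, since 51.3% of tested genes still differed after thinning, against 63.6%. Fewer genes were tested after thinning, so these percentages have different denominators, and the count of changed genes also fell. A shift in 1 cell type is argued against by the direction within types: 98.5% of the pairs of a gene and 1 of 12 types had the direction of the whole gastruloid, and 70 of the 73 genes had it in all 12. Library preparation remains as a candidate cause. Of the set, 16.4% (12 of 73) differed at least 1.5 times between lanes of one pool, compared with 3 of 2813 other genes (0.107%). With a minimum of 10 CPM in a lane, 12 of the set and 2 of the other genes (0.0711%) did. Pfn1 differed 2.96 times between lanes of MULTI-seq 1. Reads shared with pseudogenes may contribute. Among genes with a named pseudogene, 9.28% (18 of 194) passed 2-fold, at percentile 95.2 of 10000 random lists matched on mean CPM (median 6.19%), which is close to the preset limit of 95. Culture differences between the experiments were not tested and stay open for the genes that lanes do not separate.

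Lane B of the day 3 pool had 18.8% doublet calls and lane A 4.22%. The median doublet-called cell of lane B had 1.246 times the UMIs of an assigned cell (bootstrap 95% interval 1.21 to 1.28), where the other 8 lanes of MULTI-seq 3 had 1.2503 to 1.72 times and the 2 lanes of pool B of MULTI-seq 2 had 1.07 and 1.13 times. More true doublets in lane B cannot be told apart from wrongly called single cells on this value, because it lies below the lowest other lane of MULTI-seq 3, to which the test was set in advance, by less than its interval, and above both lanes of pool B. Only the day 3.5 and 4 pool had the 4 lanes that the test of single lanes requires, and over 10 measures 0 of its lanes stood apart.

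Days 4 and 4.5 were sampled in both MULTI-seq 2 and 3. Whether a share changed differently in each was tested for 17 types, of which 0 had an adjusted permutation p under 0.05 (2 unadjusted, smallest adjusted p = 0.16). Early Anterior PSM changed by -3.71 points in MULTI-seq 2 and by -11.5 points in MULTI-seq 3 (permutation p = 0.00942, adjusted p = 0.16), and Head Mesoderm by 3.62 and by -3.08 points (permutation p = 0.0229, adjusted p = 0.195). A different change in each experiment cannot be told apart from none at this number of gastruloids, and in MULTI-seq 3 the 2 days lay in different pools.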
